# Lutein Attenuates Synovial Hyperplasia, Cartilage Loss, and Bone Erosion by Suppressing Inflammatory Pathways in Rheumatoid Arthritis

**DOI:** 10.7150/ijms.135369

**Published:** 2026-06-10

**Authors:** Chi-Jen Chang, Tsung-Ming Chang, Ying-Sui Sun, Ji-Fan Lin, Skye Hsin-Hsien Yeh, Ju-Fang Liu

**Keywords:** rheumatoid arthritis, lutein, RNA sequencing, collagen antibody-induced arthritis (CAIA), fibroblast-like synovial cell

## Abstract

Lutein is a bioactive carotenoid best known for its role in retinal protection, but emerging evidence suggests that it may also exert anti-inflammatory activity in chronic inflammatory disorders. In this study, we investigated the anti-inflammatory and joint-protective effects of lutein in rheumatoid arthritis (RA)-related experimental models. Transcriptomic profiling was performed in MH7A fibroblast-like synovial cells treated with lutein, followed by Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and gene set enrichment analysis (GSEA). The results showed that lutein regulated inflammation-related transcriptional programs, particularly pathways associated with cytokine signaling and inflammatory responses. In TNF-α-activated MH7A cells, lutein suppressed inflammatory cytokine production and inhibited cell proliferation. The *in vivo* effects of lutein were further evaluated in a collagen antibody-induced arthritis (CAIA) mouse model. Mice were assigned to control, CAIA, and lutein-treated CAIA groups, and disease progression was assessed by monitoring body weight, paw thickness, and arthritis scores. Lutein treatment significantly attenuated arthritis severity and joint inflammation without affecting body weight. Micro-computed tomography demonstrated reduced bone erosion and osteophyte formation in lutein-treated CAIA mice. Histological analyses using hematoxylin and eosin and Safranin O staining further showed that lutein alleviated synovial hyperplasia and cartilage destruction. These findings indicate that lutein exerts anti-inflammatory and joint-protective effects in experimental models relevant to RA and support further mechanistic and preclinical investigation of lutein as a bioactive natural compound in inflammatory joint disease.

## Introduction

Rheumatoid arthritis (RA) is an autoimmune disorder characterized by persistent inflammation and synovial proliferation within symmetrical joints, resulting in pain, swelling, cartilage damage, and bone erosion 1, 2. Although nonsteroidal anti-inflammatory drugs (NSAIDs), corticosteroids, disease-modifying antirheumatic drugs (DMARDs), and biologic agents constitute the current standard of care for RA 3, 4, the use of these medications remains limited by incomplete symptom control and treatment-related adverse effects, including increased susceptibility to infection, hepatotoxicity, and osteoporosis 5, 6. Despite these therapeutic options, many patients continue to experience residual disease activity and treatment-related toxicities. Thus, there remains an unmet need for strategies that more effectively balance efficacy with long-term safety in RA management.

The pathogenesis of RA involves a complex interplay between cytokines and fibroblast-like synovial cells 7-9. Pro-inflammatory cytokines such as tumor necrosis factor-alpha (TNF-α), interleukin-1β (IL-1β), and interleukin-6 (IL-6) are key mediators of inflammation that drive the chronic immune responses characteristic of RA 10-12. These cytokines stimulate synovial fibroblasts, which are integral to the pathology of RA, to proliferate and secrete additional pro-inflammatory cytokines. These cytokines then recruit immune cells for infiltration and vascular proliferation and further amplify the inflammatory response 13-16. Stimulated synovial fibroblasts also contribute to the destruction of cartilage and bone by producing and secreting enzymes (matrix metalloproteinases, MMPs) that degrade extracellular matrix components 17, 18. This vicious cycle of cytokine production and synovial fibroblast activation perpetuates inflammation as well as leads to joint damage and deformities associated with RA 19, 20, emphasizing the critical roles that both cytokines and synovial fibroblasts play in the progression of this disease.

As a naturally occurring carotenoid found in fruits and vegetables, lutein has recognized antioxidant and anti-inflammatory properties and has been investigated in several inflammation-associated conditions 21, 22. In addition to its established role in ocular health, lutein has been reported to modulate inflammatory signaling and reduce the production of mediators such as TNF-α and IL-6 23. Experimental studies have further shown protective effects of lutein in models of liver and lung injury and in bone-related disorders linked to oxidative stress 24, 25. Serum lutein levels have also been inversely associated with cardiovascular disease risk 26. Because oxidative stress and inflammatory signaling contribute to RA pathogenesis 8 , lutein represents a bioactive natural product of interest for mechanistic evaluation in RA; however, its effects in this setting remain insufficiently characterized.

In this study, we aimed to evaluate the anti-inflammatory and joint-protective potential of lutein in rheumatoid arthritis and to investigate the molecular basis underlying its bioactivity. To this end, transcriptome profiling was employed to explore RA-related pathways potentially modulated by lutein, followed by *in vitro* studies in MH7A synoviocytes and *in vivo* validation in a collagen antibody-induced arthritis mouse model. Histological and immunohistochemical analyses were further used to assess inflammatory alterations in joint tissues. Collectively, this study was designed to provide molecular and biological insight into lutein as a bioactive natural product in experimental inflammatory joint disease.

## Material and Methods

### Materials

The rabbit polyclonal antibodies against IL-1β (sc-52012) and IL-6 (sc-57315) were purchased from Santa Cruz Biotechnology (TX, USA). All other reagents were purchased from Sigma-Aldrich (St. Louis, MO, USA).

### Cell cultures

MH7A cells (Riken Cell Bank, Ibaraki, Japan) were grown on 10 cm culture dishes in 95% air/5% CO_2_ with RPMI 1640 (Life Technologies, Grand Island, NY, USA) supplemented with 10% heat-inactivated fetal bovine serum, 2 mM glutamine, 100 U/ml penicillin, and 100 μg/ml streptomycin (pH adjusted to 7.6). Data are expressed from four independent experiments (n = 4).

### RNA sequencing analysis

To investigate the effects of lutein on gene expression in MH7A cells, cells were cultured in medium with or without lutein (10 μM) for 24 h 23, 27, 28. Three biological replicates were included in both the control and lutein-treated groups. Total RNA was extracted using the Easy-BLUE Total RNA Extraction Kit (iNtRON Biotechnology, Seongnam-si, Gyeonggi-do, Korea) and submitted to Biotools Co., Ltd. (Taiwan) for RNA-sequencing analysis. Sequencing was performed on the NovaSeq 6000 platform (Illumina, USA) with paired-end 150 bp reads. Reads were aligned using HISAT2, and expression data were normalized using relative log expression (RLE) and trimmed mean of M-values (TMM). Differentially expressed genes were defined using an adjusted *p*-value < 0.05 and an absolute log_2_ fold change ≥ 0.807. Gene set enrichment analysis (GSEA) was based on the original RNA-seq analysis report generated from the ranked transcriptomic data. For Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses, downregulated DEGs identified using the revised threshold were further analyzed using the STRING database 29. Enriched terms were filtered using a false discovery rate (FDR) cutoff of ≤ 0.05, grouped by similarity with a threshold of 0.8, and ranked by signal score. Gene counts were also displayed for the enriched GO terms and KEGG pathways.

### Quantitative real-time PCR

RNA was extracted using the Easy-Blue Total RNA Extraction Kit. First-strand cDNA was obtained using a qPCRBIO cDNA Synthesis Kit (Cat. No. PB30.11-10, PCR Biosystems, London, England, UK). mRNA expression of human IL-1β, IL-6, and GAPDH was examined by qPCR. A KAPA SYBR FAST qPCR Master Mix (2X) kit (Sigma-Aldrich) on a CFX Connect real-time PCR detection system (Bio-Rad, Hercules, CA, USA) was used according to the manufacturer's instructions. All primers were purchased from Sigma-Aldrich, and GAPDH was used as an internal control. Gene expression levels were determined using the 2^-ΔΔCt^ method.

### Cell viability assay

Cells (1 × 10^4^) were seeded into each well of a 48-well plate overnight. On the following day, the medium was replenished with fresh media containing various concentrations of lutein. After 24 h, 10 μl of CCK-8 (Sigma-Aldrich) was added to each well followed by a further incubation for 4 h. The microplate was measured at an absorbance of 450 nm using a VARIOSKAN LUX microplate reader.

### CAIA induction and treatment

Seven-week-old male BALB/c mice purchased from Lasco (BioLASCO Co., Ltd, Taipei, Taiwan) were randomized into three groups and maintained in pathogen-free conditions. A week before the induction of collagen type II antibody-induced arthritis (CAIA) in groups 2 and 3, corn oil was administered daily to mice in groups 1 and 2 via oral gavage while lutein (40 mg/kg) dissolved in corn oil was fed daily to mice in group 3 until the end of the experiment 30. CAIA was induced in groups 2 and 3 as follows: on day 0, mice were intravenously injected with 1 mg of a 5-clone monoclonal antibody cocktail (Chondrex); and on day 3, mice were intraperitoneally injected with LPS (50 μg/100 μL) to exacerbate the systemic inflammatory response. Body weight, paw thickness, ankle thickness, and arthritis score were evaluated on days 4, 7, 10, 13, 16, 19, and 22. All mice were sacrificed on day 22, and both blood and limbs were collected for further studies. All animal experiments were conducted in strict compliance with the protocols approved by the Institutional Ethics Committee of Shin Kong Wu Ho-Su Memorial Hospital (IACUC Approval No: 112NSTCIACUC007).

### Evaluation of arthritis

Evaluation of arthritis was conducted according to previously published methods 31, 32. The severity of arthritis was evaluated in each limb on a scale of 0 to 4 (0 = no obvious differences in appearance vs. healthy mice; 1 = one or two toes inflamed and swollen without apparent swelling of paw or ankle; 2 = three or more toes inflamed and swollen, or mild paw swelling; 3 = swelling of entire paw; and 4 = severe swelling of entire paw and all toes). The maximum score for each mouse was 16.

### Paw volume meter

The efficacy of lutein was evaluated by measuring the changes in paw volume during the swelling process. The forelimbs and hindlimbs of the mice were placed in the paw volume meter to record the increase in water volume. Corrections were made after each measurement, and the average of three trials was obtained.

### Micro-CT

Images of *ex vivo* trabecular bone microarchitecture were acquired using micro-computed tomography (MILabs, Utrecht, Netherlands). The micro-CT imaging parameters were as follows: X-ray voltage of 80 kVp, anode current of 500 μA, and exposure time of 300-350 milliseconds for each of the 360 rotational steps. This level of voltage is optimal for establishing high-contrast images of bones with minimal beam hardening. CT images were reconstructed using a Hann filter with a voxel size of 5 µm. The volume of individual samples was measured by drawing regions of interest (ROI) outlining individual samples on each CT slice, summing the areas of the individual ROI measured in all slices, and multiplying it by slice thickness to calculate the sample volume. The images were analyzed using BoneJ (Domander, R., Felder, A. A., & Doube, M. (2021), BoneJ2 - refactoring established research software) 33. The threshold for bone tissue was -100 Hounsfield units (HU). After acquiring the volumes in voxels in cm³ for bone tissue, the bone volume fraction (bone volume/total volume, BV/TV%) and trabecular thickness (Tb. Th μm) of the three experimental groups were calculated. The 3D image stacks were reconstructed from the rotational image projections using reconstruction software (Osiris, Geneva, Switzerland).

### Hematoxylin and eosin staining

Sections (3 μm) were prepared from paraffin-embedded tissues, then deparaffinized in xylene, rehydrated in a graded alcohol series, and washed in deionized water. Nuclei were stained with hematoxylin solution for 10 min. After differentiation with 0.3% acid alcohol, the sections were rinsed in Scott's tap water substitute and incubated in an eosin solution for 2 min to visualize the cytosol. The sections were then observed under a light microscope.

### Safranin O staining

After deparaffinization, 3-μm sections were rehydrated in deionized water. The sections were stained with Weigert's iron hematoxylin solution for 10 minutes. Excess hematoxylin was removed by rinsing in tap water for 10 min. The sections were then stained with 0.05% fast green solution for 5 minutes and quickly rinsed with a 1% acetic acid solution for 10-15 seconds. The cartilage was immediately stained with 0.1% Safranin O solution for 5 minutes and dehydrated using alcohol and xylene. Safranin O-stained sections were scored using the modified Osteoarthritis Research Society International (OARSI) scoring system. The scoring items include cartilage surface regularity (0 to 3), depth of clefts into the cartilage layer (0 to 3), decreased chondrocyte density (0 to 3), and chondrocyte cloning (0 to 3), with the final score ranging from 0 to 12 34.

### Immunohistochemistry

After the sections were deparaffinized, 3-μm sections were rehydrated in deionized water. Following antigen retrieval (boiling on a hotplate at 95-100 °C for 15 min in 10 mM sodium citrate, pH 6.0), the intrinsic peroxidase activity was blocked by incubation with Peroxidase Block (Novolink Polymer Detection Systems, Leica Biosystems, Deer Park, IL, USA). Nonspecific antibody-binding sites were blocked using the Protein Block. Sections were incubated with appropriately diluted primary antibodies specific for IL-1β and IL-6 overnight at 4 °C, followed by washing with PBS-Tween and incubation with a Novolink Polymer for 1 h at room temperature. Stained sections were detected using 3,3'-diaminobenzidine tetrahydrochloride, then counterstained with hematoxylin and observed under a light microscope. IHC results were scored by considering the percentage of positive detection (0-100) using Image J 1.52a and the intensity of staining (0-3+), resulting in a final score ranging from 0 to 300.

### Statistics

The data are presented as mean ± standard deviation. Two groups of data were compared using Student's t-test. More than two groups of data were compared using a one-way analysis of variance followed by the Fisher LSD post-hoc test when appropriate. A *p*-value of < 0.05 was considered statistically significant.

## Results

### Lutein Attenuates Inflammatory Transcriptomic Signatures in MH7A Cells

To investigate the transcriptomic effects of lutein in MH7A cells, RNA-seq analysis was performed following treatment with lutein (10 μM). 

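MH7A is an immortalized line of fibroblast-like synoviocytes from rheumatoid synovium. Cells were cultured for 24 h with 10 μM lutein or without lutein, with 3 biological replicates per group, and 1 RNA-seq library was made from each of the 6 cultures. The paper names no vehicle for lutein in these cultures. According to the submitters' notes, mRNA was captured with oligo-dT beads and strand-specific libraries were made by the dUTP method. They were sequenced as paired reads of 150 bp on an Illumina NovaSeq instrument. Reads were trimmed with Trimmomatic 0.38, aligned to GRCh38 with HISAT2 and counted with featureCounts. The deposited values are FPKM (fragments per kilobase of gene, scaled to the library's total), with 33813 genes above 0 in at least 1 library, and no counts were used. The strand setting of the counting and the annotation release are not named in the text or in the submitters' notes.

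The whole-number steps of low FPKM values, read with exon lengths of GENCODE 29, gave 19638082, 20577589 and 19431335 assigned fragments in control replicates 1 to 3. The lutein replicates had 19035497, 20250495 and 20057066 fragments. At this depth, a gene of the size of IL6 at 3.81 FPKM was measured by 142 to 168 fragments per lutein library. Mitochondrial genes took 13.0% of the fragments of control replicate 1, 9.73% of control replicate 2 and 10.3% of control replicate 3, and 10.7%, 10.5% and 10.6% of the fragments of the lutein replicates. Differences between groups were tested with limma on log2 of FPKM + 0.1, over the 13789 genes with a mean FPKM of at least 0.5, of which 81.7% were protein coding. Correlations of these log2 values across the tested genes were 0.967 to 0.971 within groups and 0.962 to 0.967 between groups, where genes are not independent replicates. The first principal component held 26.9% of the variance and separated lutein-treated from control libraries, and 26.9% of the variance lay between the groups, where 20% is the share given by chance for this design. The median log2 fold change of all tested genes was -0.003.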

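At an adjusted p under 0.05 from limma, 205 genes were higher and 177 were lower in lutein-treated MH7A cells than in controls. With the study's limit of 0.807 on the absolute log2 fold change, 10 genes were higher and 48 were lower. POU2F2, a transcription factor of the octamer-binding family (ENSG00000028277, chromosome 19 of GRCh38 from 42086110 to 42196585), had the smallest p. Its level fell from 14.0 ± 0.636 FPKM (SD, n = 3) in controls to 5.29 ± 0.124 FPKM (SD, n = 3) with lutein, a log2 fold change of -1.38 (standard error 0.055, adjusted p = 0.000203 from limma). EHF, an ETS-family factor of epithelial cells, fell from 2.80 ± 0.28 FPKM to 0.491 ± 0.0212 FPKM (log2 fold change -2.29, standard error 0.126, adjusted p = 0.00121). The cyclin-dependent kinase inhibitor CDKN1A fell by 0.73 on the log2 scale (adjusted p = 0.00209), and the tetraspanin CD82 fell by 0.77 (adjusted p = 0.00166).

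Among the higher genes, NQO1, a quinone reductase induced by NRF2, rose from 12.9 ± 1.11 FPKM to 27.0 ± 2.20 FPKM (SD, n = 3 each), a log2 fold change of 1.06 (standard error 0.081, adjusted p = 0.00223 from limma). The adhesion molecule AMIGO2 rose by 1.57 on the log2 scale (adjusted p = 0.00329), from 0.883 ± 0.149 FPKM. TGFBI, a matrix protein induced by TGF-β, had a log2 fold change of 0.69 (adjusted p = 0.00166). WNT5B (log2 fold change 0.63), MYEOV (0.69), MEST (0.73) and the fatty acid desaturase SCD (0.47) were also among the 10 higher genes with the smallest p, with adjusted p between 0.00376 and 0.00466. Of other genes labelled in Fig. 1A, IGFBP7 had a log2 fold change of 0.80 (adjusted p = 0.0054) and FN1 one of 0.80 (adjusted p = 0.00573). IGFBP7 shares 14.0% of its exon sequence with POLR2B on the opposite strand. The log2 fold change of MAGEA1 was 0.87 (adjusted p = 0.0261), a call that was lost without control replicate 2 (adjusted p = 0.064) or lutein replicate 1 (0.0988), 2 (0.091) or 3 (0.106). POSTN, at 0.401 ± 0.0654 FPKM in controls and 0.766 ± 0.0734 FPKM with lutein, did not pass (log2 fold change 0.79, adjusted p = 0.138), and ATOH8, at 0.293 and 0.527 FPKM, lay under the mean FPKM required for the test.

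The largest fitted changes belonged to short RNA features with few fragments. In control replicates 1 to 3, RNU6-94P had 4, 5 and 3 fragments, MIR4428 had 2, 2 and 2 and MIR3164 had 6, 7 and 1, and all are listed at 0 in the lutein libraries. RNU6-882P had 3, 1 and 3 fragments in the lutein libraries and is listed at 0 in controls. Of the 58 genes past the study's threshold, 13 were features under 300 bp, and 10 of these had at most 10 fragments in their highest library. The other 45 were 6 higher and 39 lower genes. All 382 genes at an adjusted p under 0.05 had groups that did not overlap, as did 27.4% of all tested genes, where chance gives 10%. Without 1 library, the count of 382 was 127, 169 or 162 (without control replicate 1, 2 or 3) and 87, 97 or 92 (without lutein replicate 1, 2 or 3), and the count of 58 was 35, 33 or 37 (without control replicate 1, 2 or 3) and 37 (without lutein replicate 3). The count of 382 was 135 with no filter on low values and 125 with no mean-variance trend, and the count of 58 was 35 with a pseudocount of 1 and 156 at the series record's threshold. With the replicate number as a term, the count of 382 was 99 (42 higher, 57 lower), although same-numbered libraries were not alike. With alternatives chosen after seeing the data, the count of 382 was 1228 for limma's voom on recovered fragments and 913 with a correction for gene length and GC content.

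**Figure D1:**
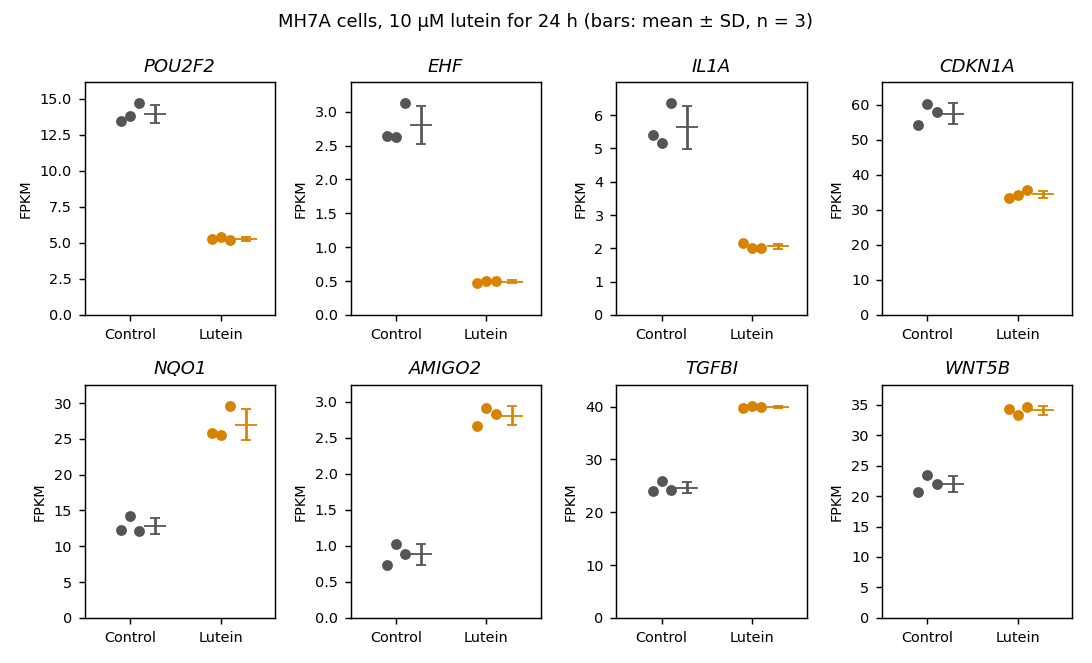
FPKM (vertical axes, from 0) of 8 of the genes with the smallest p in each direction, in control and lutein-treated MH7A cells. Points are the 3 libraries of each group and bars are the mean ± SD. POU2F2, EHF, IL1A and CDKN1A lie lower, and NQO1, AMIGO2, TGFBI and WNT5B higher, in every lutein library than in every control library.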

The volcano plot showed marked changes in gene expression in lutein-treated cells compared with untreated controls (Fig. 1A). Enrichment analyses of downregulated differentially expressed genes revealed significant association with inflammation-related biological processes, including acute inflammatory response, inflammatory response, regulation of interleukin-6 production, and regulation of cytokine production (Fig. 1B). 

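Of 16 tested genes of the acute-phase response and complement, C3, C1R and SAA1 fell with lutein, FN1 rose and 12 did not pass the test (5 lower and 2 higher when adjusted over the list alone). C3, the central component of complement, fell from 12.2 ± 1.54 FPKM (SD, n = 3) to 5.26 ± 0.210 FPKM (SD, n = 3), a log2 fold change of -1.19 (standard error 0.095, adjusted p = 0.00255 from limma). C1R, a protease of the classical pathway, fell by 0.55 on the log2 scale (adjusted p = 0.0109), and SAA1, an acute-phase apolipoprotein, fell by 1.85 (adjusted p = 0.014). C1R shares 11.4% of its exon sequence with C1RL on the same strand, and SAA1 is 99.6% identical to SAA2 over 235 bp. Of 36 tested regulators of interleukin-1 and interleukin-6 production, 6 fell, 1 rose and 29 did not pass (10 lower and 3 higher when adjusted over the list alone). The lower ones included the cytokines IL1A, IL1B and IL6 themselves, POU2F2 and ZC3H12A, a ribonuclease that degrades cytokine mRNAs. The higher one was the receptor IL17RA (log2 fold change 0.35, adjusted p = 0.0425). The study chose both themes on these libraries, so neither count is independent evidence of its direction.

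Among the 48 lower genes at the study's threshold were 2 acute-phase genes, C3 and SAA1 (Fisher's exact test, one-sided, adjusted p = 0.0046), and 5 regulators of interleukin production (adjusted p = 7.17e-07), against a background of 0.348% of all tested genes. The 5 regulators were POU2F2, ZC3H12A and the cytokines IL1A, IL1B and IL6, which also belong to the cytokine list given below. The first enrichment was lost, with 1 gene of the list left, without control replicate 1 (Fisher's exact test, adjusted p = 0.0857), control replicate 2 (0.0786) or lutein replicate 1 (0.0997), with no filter on low values (0.107) and with no mean-variance trend (0.0969), and the count of 5 regulators was 3 at the threshold of the series record (adjusted p = 0.0117). SAA1 did not pass without the same 3 libraries (adjusted p = 0.05, 0.0512 and 0.0676), C1R did not pass without lutein replicate 1 (0.0533) or 3 (0.0573), and IL17RA did not pass without any 1 of the 6 libraries (0.081 to 0.163).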

Downregulated genes were also enriched in cytokine-associated molecular functions, such as cytokine activity, receptor ligand activity, growth factor receptor binding, signaling receptor binding, and cytokine receptor binding (Fig. 1C). 

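Of 20 tested cytokines and chemokines, 11 fell with lutein, none rose and 9 did not pass the test (13 lower and none higher when adjusted over the list alone). IL1A, a neighbour of IL1B on chromosome 2, fell from 5.63 ± 0.634 FPKM (SD, n = 3) to 2.06 ± 0.0830 FPKM (SD, n = 3), a log2 fold change of -1.41 (standard error 0.09, adjusted p = 0.00166 from limma). IL32, a cytokine found in rheumatoid synovium, fell by 0.97 on the log2 scale (adjusted p = 0.0034). CXCL8, the neutrophil chemoattractant interleukin-8, fell by 0.91 (adjusted p = 0.00629). Of 23 tested growth factor ligands, 2 fell, 1 rose and 20 did not pass (3 lower and 1 higher when adjusted over the list alone). The EGF receptor ligand AREG fell from 10.3 ± 1.41 FPKM to 3.95 ± 0.508 FPKM (log2 fold change -1.37, adjusted p = 0.00403), GDF15 fell by 1.27 (adjusted p = 0.00223) and CTGF rose by 0.56 (adjusted p = 0.00966). Of 37 tested cytokine and growth factor receptors, none fell, 1 rose and 36 did not pass. IL4R, TGFBR2 and IL7R, the receptors next in order of p, had log2 fold changes of -0.24, 0.15 and -0.14 (adjusted p = 0.0737, 0.15 and 0.158). The themes of all 3 lists were found by the study on these libraries, so these counts are not independent evidence of their direction. Receptors themselves are named by the paper only within cytokine-cytokine receptor interaction (KEGG and GSEA). The molecular functions it names in Fig. 1C are those of ligands and of binding to receptors, so the receptor counts do not bear on them.

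At the study's threshold, 9 of the 48 lower genes were cytokines or chemokines (Fisher's exact test, one-sided, adjusted p = 1.11e-16), 2 were growth factor ligands (adjusted p = 0.00716) and none was a receptor (adjusted p = 1). The count of 9 was 5 without control replicate 3, 5 with a pseudocount of 1 and 4 at the threshold of the series record (adjusted p = 7.19e-09, 1.04e-08 and 0.000302), and the enrichment of growth factor ligands was lost among lower genes taken with no fold limit (adjusted p = 0.0772).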

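Of 33 tested genes of a rheumatoid arthritis pathway list, 10 fell with lutein, none rose and 23 did not pass the test (12 lower and none higher when adjusted over the list alone). They included IL1A, IL1B, IL6 and CXCL8 and the interstitial collagenase MMP1, which fell from 11.1 ± 0.920 FPKM (SD, n = 3) to 4.61 ± 0.674 FPKM (SD, n = 3), a log2 fold change of -1.25 (standard error 0.114, adjusted p = 0.00403 from limma). TNF, a member of the same list, had a log2 fold change of 0.05 (standard error 0.182, adjusted p = 0.911) at 33 to 51 fragments per library. Of 37 tested genes of IL-17 signaling, 10 fell, 1 rose and 26 did not pass (16 lower and 3 higher when adjusted over the list alone). The genes that fell included IL6, CXCL8 and MMP1, and the gene that rose was the receptor IL17RA, a call that was lost without any 1 of the 6 libraries (adjusted p = 0.081 to 0.163). Both lists were written by hand on themes that the study found on these libraries, share members, and are not independent evidence of direction.

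Among the 48 lower genes at the study's threshold, 8 belonged to the rheumatoid arthritis list (Fisher's exact test, one-sided, adjusted p = 1.52e-12) and 7 to the IL-17 list (adjusted p = 2.49e-10). With 1 of the 6 libraries left out, the first count was 4 without control replicate 3 and 5 without any other (Fisher's exact test, adjusted p up to 3.56e-06), and the second was 3 without control replicate 3 and 4 without any other (adjusted p up to 0.000278). With a pseudocount of 1 these counts were 5 and 4, with no filter on low values 5 and 4, and at the threshold of the series record 4 and 3 (adjusted p = 0.00118 and 0.0117).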

KEGG pathway analysis further showed that these downregulated genes were enriched in rheumatoid arthritis, IL-17 signaling pathway, cytokine-cytokine receptor interaction, and other inflammation-related pathways (Fig. 1D). Consistently, GSEA showed negative enrichment of gene sets related to interleukin-1 production, cytokine-mediated signaling pathway, acute inflammatory response, and cytokine-cytokine receptor interaction in lutein-treated cells (Fig. 1E-H). Together, these findings indicate that lutein suppresses inflammation-related transcriptomic programs in MH7A fibroblast-like synovial cells.

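Set against all other tested genes, the cytokine and chemokine list lay lower with lutein, with a median log2 fold change of -0.51 (camera, adjusted p = 2.22e-09). By the same test, so did the rheumatoid arthritis list (-0.25, adjusted p = 1.98e-07), the IL-17 list (-0.14, adjusted p = 2.31e-05) and the regulators of interleukin-1 and interleukin-6 production (-0.14, adjusted p = 0.000133). None of these 4 calls held with an estimated correlation, which gave adjusted p = 0.0629, 0.117, 0.14 and 0.135 in that order. The acute-phase and complement list had a median of -0.09 and did not pass (adjusted p = 0.0599). Growth factor ligands had a median of 0.04 and a mean of -0.07 (adjusted p = 0.805), and receptors had a median of 0.03 and a mean of -0.02 (adjusted p = 0.957). The themes of these 7 lists were found by the study on these libraries, so their direction is not independent evidence.

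Camera was run with a preset correlation between genes of 0.01 and adjusted over 19 of the 20 lists, since the markers of leukocytes had too few tested genes. With an estimated correlation, of these 19 lists only the NF-kB target genes passed (adjusted p = 0.0494). Their estimated correlation was -0.014, under the preset, although their camera adjusted p with the preset was 7.87e-09. The higher p of this form of camera is therefore not due to correlation between genes alone. The rotation test fry, which asks whether a list's own genes move on balance one way, gave adjusted p of 0.000625, 0.0017, 0.00424 and 0.0017 for the 4 lower lists in the same order and 0.101 for the acute-phase list. Preranked enrichment with fgsea gave normalized enrichment scores of -2.62, -2.58, -2.40 and -2.41, and -1.66 for the acute-phase list (adjusted p = 0.0333). Camera also called the acute-phase list without control replicate 1 (median -0.18, adjusted p = 0.0357) or lutein replicate 2 (adjusted p = 0.036), the median of the cytokine list was -0.25 with no filter on low values, and that of the rheumatoid arthritis list was -0.17 with a pseudocount of 1. When the 6 libraries were grouped otherwise into 3 and 3, camera with the preset called 1 to 6 lists each time, against 10 in the real grouping.

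**Figure D2:**
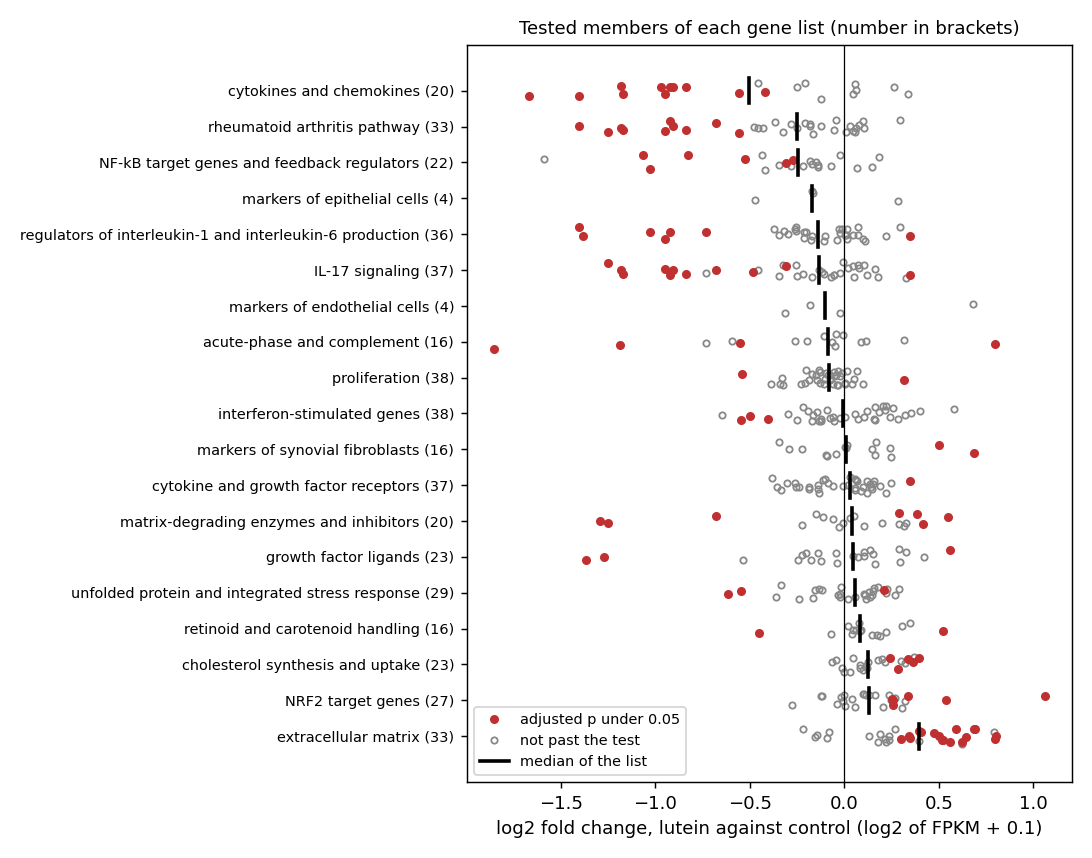
Log2 fold change, lutein against control (horizontal axis), of the tested members of 19 gene lists, ordered by median, with the number of tested genes in brackets. Filled points passed an adjusted p under 0.05 from limma, open points did not, and bars mark the medians, which run from -0.51 for cytokines and chemokines to 0.39 for extracellular matrix.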

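Of 22 tested NF-kB target genes and feedback regulators, a list whose theme was not taken from the study's enrichment, 6 fell with lutein, none rose and 16 did not pass the test (13 lower and none higher when adjusted over the list alone). CEBPD, a transcription factor induced by inflammatory cytokines, fell from 10.1 ± 1.06 FPKM (SD, n = 3) to 4.78 ± 0.481 FPKM (SD, n = 3), a log2 fold change of -1.07 (standard error 0.098, adjusted p = 0.00403 from limma). ZC3H12A fell by 1.03 on the log2 scale (adjusted p = 0.00613), NFKBIZ by 0.83 (adjusted p = 0.019) and BCL3 by 0.53 (adjusted p = 0.016), and the last 2 encode nuclear proteins of the IκB family. ICAM1, named after its values were seen, did not pass (log2 fold change -0.18, adjusted p = 0.151). The list had a median log2 fold change of -0.24 (camera, adjusted p = 7.87e-09, and adjusted p = 0.0494 with an estimated correlation), and 3 of its genes were among the 48 lower ones at the study's threshold (Fisher's exact test, one-sided, adjusted p = 0.000233). These 3 were CEBPD, ZC3H12A and NFKBIZ. CEBPD and ZC3H12A are labelled in Fig. 1A, and their fall in the study was known when the list was written. The tests of the list are therefore not free of the study's results. NFKBIZ did not pass without control replicate 1, 2 or 3 or lutein replicate 3 (adjusted p = 0.0507, 0.0541, 0.0575 and 0.0648), and BCL3 did not pass without control replicate 1 or lutein replicate 1, 2 or 3 (adjusted p = 0.0554, 0.0576, 0.07 and 0.0703). From the enriched GO terms and KEGG pathways of the downregulated genes and from the negative enrichment in GSEA, the paper concludes that programs of inflammation are suppressed by lutein in these cells.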

### Lutein Reduced Inflammatory Cytokines and Cellular Proliferation in MH7A Cells

Given the significant alterations in the expression of genes associated with RA, we next investigated the effects of lutein *in vitro* on inflammation in RA. 

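Among genes of joint destruction, of 20 tested matrix-degrading enzymes and their inhibitors 3 fell with lutein, 4 rose and 13 did not pass the test (4 lower and 5 higher when adjusted over the list alone). Beside MMP1, the lower genes were CTSS, the cathepsin S protease, at 2.17 ± 0.345 FPKM (SD, n = 3) in controls and 0.829 ± 0.154 FPKM (SD, n = 3) with lutein, a log2 fold change of -1.29 (standard error 0.173, adjusted p = 0.015 from limma), and MMP3, or stromelysin, with a log2 fold change of -0.68 (standard error 0.102, adjusted p = 0.0213). TIMP3, an inhibitor of metalloproteinases held in the matrix, rose from 88.1 ± 3.5 FPKM to 129.1 ± 4.02 FPKM (log2 fold change 0.55, adjusted p = 0.00376). The other higher genes, named after their values were seen, were the gelatinase MMP2 (log2 fold change 0.42), the plasminogen activator PLAT (0.39) and the inhibitor TIMP2 (0.29), with adjusted p between 0.0247 and 0.0432. The list as a whole had a median log2 fold change of 0.04 and a mean of -0.04 (camera, adjusted p = 0.612). Of the 48 lower genes at the study's threshold, 2 were on the list (Fisher's exact test, one-sided, adjusted p = 0.00619), an enrichment lost without control replicate 2 (adjusted p = 0.0857), control replicate 3 (0.0997) or lutein replicate 3 (0.117), with a pseudocount of 1 (0.107) and with no filter on low values (0.106). CTSS did not pass without the same 3 libraries (adjusted p = 0.0541, 0.053 and 0.0583), and MMP3 passed only without control replicate 2 (adjusted p = 0.0583 to 0.0774 without each of the others). The 2 genes past the study's threshold were MMP1 and CTSS. CTSS is labelled in Fig. 1A, and its fall in the study was known when the list was written. The enrichment is therefore not free of the study's results.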

Treatment of MH7A cells with TNF-α resulted in MH7A cell activation with a corresponding marked increase in cell proliferation, thus exacerbating the inflammatory responses characteristic of RA (Fig. 2A). However, pre-treatment with lutein significantly reversed TNF-α-induced proliferation (Fig. 2B), suggesting an inhibitory role of lutein against synovial cell hyperplasia. Further analysis indicated that TNF-α treatment in MH7A cells elevated the levels of pro-inflammatory cytokines IL-1β and IL-6, which are key mediators of inflammation in RA (Fig. 2C). Remarkably, administering lutein alone attenuated the expression of these cytokines (Fig. 2D), and pre-treatment with lutein prior to TNF-α exposure led to a significant reduction in IL-1β and IL-6 levels (Fig. 2E). These findings indicate that lutein can inhibit inflammatory mediators and suppress synoviocyte proliferation in an experimental cell model relevant to RA.

### Lutein Reduced Arthritis-Associated Index without Affecting Body Weight in CAIA Mice

We next utilized an *in vivo* murine CAIA-induced arthritis model to evaluate the *in vivo* effects of lutein in experimental arthritis. Following a one-week acclimatization period, the mice were divided into three distinct groups. The control group received a daily oral gavage of corn oil (day -7), the second group was administered corn oil (day -7) followed by CAIA induction seven days later (day 0), and the third group was treated with a daily oral gavage of lutein (day -7) followed by CAIA induction seven days later (day 0). Daily oral feeding continued until the animals were sacrificed. To exacerbate systemic inflammatory response, LPS was administered on day 3 to the second and third groups. We monitored body weight, joint thickness, and the arthritis index at three-day intervals, starting from day 4 and continuing until the end of the experiment (Fig. 3A). Note that the body weight of mice remained consistent across all groups (Fig. 3B), suggesting that did not affect body weight under these experimental conditions. In the CAIA-corn oil group, the mice exhibited increased paw and ankle redness, thickness, and swelling as well as high overall arthritis scores. Encouragingly, mice that were subjected to CAIA but pre-treated with lutein exhibited a significant reduction in paw and ankle redness, thickness, swelling, and overall arthritis scores compared with mice in the CAIA-corn oil group (Fig. 3C-G). These findings further support the anti-inflammatory and joint-protective effects of lutein in experimental inflammatory arthritis.

### Lutein Protected against Bone Erosion and Osteophyte Formation in CAIA Mice

Our micro-CT analysis provided a detailed examination of the effect of lutein on bone integrity in the context of CAIA. After sacrificing the mice, the hindlimbs were subjected to a comprehensive examination. The resulting data revealed that lutein significantly reduced the bone degeneration typically induced by CAIA. This was evidenced by the maintenance of bone mineral density (BMD) and the bone volume/tissue volume (BV/TV) ratio, which are critical indicators of bone health (Fig. 4A-C). Additionally, lutein administration increased bone surface/total volume (BS/TV) and trabecular thickness (Tb. Th), further supporting a protective effect against bone erosion (Fig. 4D-E). Notably, lutein also alleviated the CAIA-induced increase in trabecular separation (Tb. Sp), as observed in the CAIA lutein-treated group compared to the CAIA-alone group (Fig. 4F). Moreover, the formation of osteophytes, a hallmark of joint degeneration, was significantly reduced in the presence of lutein (Fig. 4G-H). These findings collectively demonstrate that lutein attenuates CAIA-induced bone destruction and morphological abnormalities, supporting a joint-protective effect in experimental inflammatory arthritis.

### Lutein Reduced Cartilage Destruction in CAIA Mice

To further investigate the protective effects of lutein on RA, histological examinations on mouse hindlimb tissue sections were conducted. Hematoxylin and eosin (H&E) staining showed that lutein administration mitigated the progression of cartilage surface irregularities induced by CAIA (Fig. 5A), which suggests a protective effect of lutein on cartilage. Subsequent examination with Safranin O staining confirmed these findings, revealing a deceleration in the degenerative changes of cartilage typically associated with CAIA following the administration of oral gavage lutein (Fig. 5B). The imaging data together with the Osteoarthritis Research Society International (OARSI) scoring system indicated a significant reduction in cartilage pathology (Fig. 5C-D). These findings support a protective effect of lutein against cartilage degeneration in the CAIA model.

### Lutein Reduced Synovium Thickening and Expression of Inflammatory Cytokines in CAIA Mice

Based on previous research linking synovial proliferation with an increase in pro-inflammatory cytokines 10-12, our IHC analysis further supported the anti-inflammatory potential of lutein in the context of RA. Safranin O-stained knee sections revealed that lutein administration effectively reduced the synovial membrane thickening and cartilage damage typically induced by CAIA (Fig. 6A). In support, quantification of IHC staining determined the impact of lutein on cytokine expression, in which the assessed H score indicated a significant decrease in the levels of IL-1β and IL-6 within the synovial tissue (Fig. 6A-C). These results support the hypothesis that lutein inhibits inflammatory cytokine expression and reduces synovial hyperplastic changes in experimental models relevant to RA.

## Discussion

RA is a debilitating autoimmune condition characterized by chronic joint inflammation and synovial hyperplasia, resulting in pain and bone erosion 1, 2. Although NSAIDs, DMARDs, and biologic therapies are available 3, 4, these medications cannot completely relieve symptoms and harbor numerous side effects 5, 6. These limitations highlight the need for alternative or complementary therapeutic approaches for RA. Lutein, a bioactive natural carotenoid with reported antioxidant and anti-inflammatory properties 21-26, has therefore attracted attention as a potential modulator of inflammatory disease. In the present study, RNA-seq analysis was used to characterize the transcriptomic effects of lutein in MH7A fibroblast-like synovial cells, and the *in vitro* findings were further supported by *in vivo* evidence showing attenuation of joint inflammation, cartilage damage, and bone erosion in the CAIA model.

The numerous protective effects of lutein include reducing oxidative damage to the lungs and liver 24 and inhibiting osteoporosis caused by osteoclast activation 25. Lutein is also significantly associated with the prevalence of cardiovascular disease and stroke 26. Patients with RA have lower plasma carotenoids and higher C-reactive protein levels 35; however, the exact mechanism and roles of these compounds in RA are not fully understood. The multifaceted progression of RA is characterized by the hyperactivation of fibroblast-like synovial cells. These cells proliferate and invade adjacent tissues, leading to the structural reorganization of joints and fostering an environment conducive to immune cell recruitment, all of which are hallmarks of RA pathology 14. Additionally, fibroblast-like synovial cell-induced neutrophil infiltration disrupts bone homeostasis, exacerbating joint degeneration and erosion 36. Various growth factors that are overexpressed in RA further worsen this condition by promoting pannus formation and causing irreversible joint damage 15, 16. In our current study, RNA-seq analysis was employed to elucidate the influence of lutein on these pathological processes. Our findings revealed that lutein downregulated genes enriched in inflammation-related biological processes, including acute inflammatory response, inflammatory response, regulation of interleukin-6 production, and regulation of cytokine production. The downregulated genes were also associated with cytokine-related molecular functions, such as cytokine activity, receptor ligand activity, and cytokine receptor binding. In addition, KEGG analysis highlighted rheumatoid arthritis, IL-17 signaling pathway, and cytokine-cytokine receptor interaction among the suppressed pathways. Moreover, GSEA further supported the suppressive effect of lutein on inflammation-related transcriptomic programs, including gene sets associated with interleukin-1 production, cytokine-mediated signaling, acute inflammatory response, and cytokine-cytokine receptor interaction. 

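IL1B and IL6, which encode IL-1β and IL-6, were both lower in lutein-treated MH7A cells that had received no TNF-α. IL1B (ENSG00000125538) lies on chromosome 2 of GRCh38 from 112829751 to 112836903. Its level was 29.5 ± 1.28 FPKM (SD, n = 3) in controls and 15.5 ± 0.979 FPKM (SD, n = 3) with lutein. The fitted log2 fold change was -0.92 (standard error 0.062, adjusted p = 0.00166 from limma), a ratio of 0.527 on FPKM + 0.1. IL1B was measured by 1711 to 1885 fragments per control library and 903 to 981 per lutein library. IL6 (ENSG00000136244) lies on chromosome 7 from 22725884 to 22732002 and fell from 7.44 ± 0.567 FPKM (SD, n = 3) to 3.81 ± 0.202 FPKM (SD, n = 3). Its fitted log2 fold change was -0.95 (standard error 0.075, adjusted p = 0.00253 from limma), a ratio of 0.519 on FPKM + 0.1. AC073072.1, on the opposite strand, overlaps 20.7% of the exon sequence of IL6 and had a mean of 0.154 FPKM. Every lutein library had lower values of both genes than every control library (exact permutation test, two-sided, p = 0.1 for each, the smallest p that 3 libraries against 3 allow). TNF was at 1.25 ± 0.238 FPKM in controls and 1.29 ± 0.214 FPKM with lutein. GAPDH, the internal control of the study's qPCR, was at 3341 ± 134 FPKM and 3165 ± 112 FPKM (log2 fold change -0.08, adjusted p = 0.483).

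**Figure D3:**
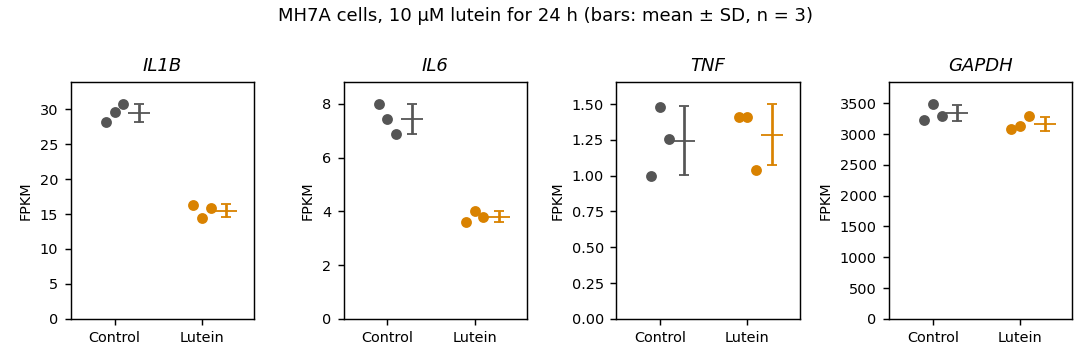
FPKM (vertical axes, from 0) of IL1B, IL6, TNF and GAPDH in the 3 control and 3 lutein-treated MH7A libraries. Points are libraries and bars are the mean ± SD. For IL1B and IL6 the groups do not overlap, and for TNF and GAPDH they do.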

IL-1β and IL-6 were selected as representative validation markers because they are key inflammatory mediators in RA and are closely linked to the cytokine-related pathways highlighted by our RNA-seq, KEGG, and GSEA analyses. Together, these transcriptomic findings suggest that lutein modulates inflammatory pathways relevant to RA pathogenesis. Our *in vitro* experiments further showed that lutein inhibited synovial fibroblast proliferation and reduced the expression of inflammation-related cytokines in TNF-α-activated MH7A cells. These results support lutein as a bioactive natural compound with anti-inflammatory and joint-protective effects in experimental models relevant to RA. We also acknowledge that MH7A is an immortalized synoviocyte cell line and may not fully recapitulate the phenotype, heterogeneity, and disease-specific properties of primary RA fibroblast-like synoviocytes. Therefore, the present mechanistic findings should be interpreted with caution and would benefit from future validation in primary RA-FLS or other clinically relevant systems.

The CAIA model, which has been widely utilized in the literature 37, 38, served as our experimental model to assess the impact of lutein on RA-induced joint damage. In addition, because lutein administration was initiated before CAIA induction, the present *in vivo* design should be interpreted primarily as a preventive or early-intervention paradigm rather than a treatment model for established RA. Moreover, CAIA mainly reflects the antibody-mediated effector phase of arthritis and does not fully reproduce the chronic immune priming, adaptive autoimmunity, and clinical heterogeneity of human RA. We utilized OARSI indexes and histopathological scores from relevant literature to examine the impact of lutein in mitigating joint damage induced by RA. Micro-CT imaging and morphological observation confirmed the protective effects of lutein against CAIA-induced reductions in bone mineral density and trabecular integrity as well as the efficacy of lutein in diminishing abnormal osteophyte formation post-bone destruction. Notably, lutein significantly alleviated joint redness, swelling, and bone damage, further supporting its protective effects in experimental inflammatory arthritis. Although our CAIA control group displayed significant arthritis compared to the normal group, the degree of joint destruction observed was milder than in some previously reported CAIA models. This variability may stem from differences in experimental design, including the mouse strain used (Balb/c mice, which are reported to show less severe susceptibility compared to DBA/1 mice), lower antibody cocktail and LPS booster dose, and the disease kinetics, as joint pathology often peaks earlier (10-14 days) and may partially resolve by day 22 37-41. These factors likely account for the relatively modest histological changes and the lower OARSI scores we observed in the CAIA group. Importantly, despite this milder phenotype, our CAIA mice still demonstrated clear evidence of cartilage loss and reduced Safranin O staining compared to normal controls, and lutein treatment consistently attenuated these changes. Inter-study variability in CAIA severity has also been documented by others, highlighting that strain- and protocol-dependent differences can influence the extent of cartilage damage and scoring outcomes. These considerations should therefore be considered when interpreting our findings, and underscore that the protective effects of lutein remain evident even under a less aggressive disease phenotype. Studies have reported that the activation of synovial fibroblasts is highly related to the progression of RA 7-9. Through the proliferation of synovial fibroblasts, various inflammatory factors (TNF-α, IL-1β, and IL-6) are upregulated, thereby exacerbating the vicious cycle of inflammation, leading to irreversible joint destruction 10-13, 17-20. In our study, lutein alleviated CAIA-induced cartilage loss, as demonstrated by H&E and Safranin O staining, which was accompanied by reduced synovial hyperplasia and inflammatory changes in joint tissue. In addition to reducing synovial thickening, lutein also suppressed IL-1β and IL-6 expression in synovial tissue from CAIA mice, indicating attenuation of local inflammatory responses.

Although lutein showed anti-inflammatory and joint-protective effects in our experimental models, its translational relevance to human RA remains to be established. Given its established use as a dietary carotenoid, lutein may be considered for further mechanistic and preclinical evaluation as a candidate adjunctive bioactive compound in RA-related settings. Future studies should further define the optimal dosage, treatment duration, pharmacokinetic properties, oral bioavailability, achievable tissue exposure, and potential interactions of lutein with established anti-rheumatic therapies. Further validation in additional preclinical and translational models will be necessary to clarify the settings in which lutein may have the greatest biological relevance. These considerations support further investigation of lutein in well-designed mechanistic and preclinical studies, with additional translational evaluation required before clinical implications can be inferred.

## Conclusions

In summary, our findings demonstrate that lutein exerts anti-inflammatory and joint-protective effects *in vitro* and *in vivo*, attenuating inflammation-related responses in MH7A cells and reducing synovial inflammation, cartilage degradation, and bone destruction in the CAIA model. These results support further mechanistic and preclinical investigation of lutein in experimental models relevant to RA.

## Figures and Tables

**Figure 1:**
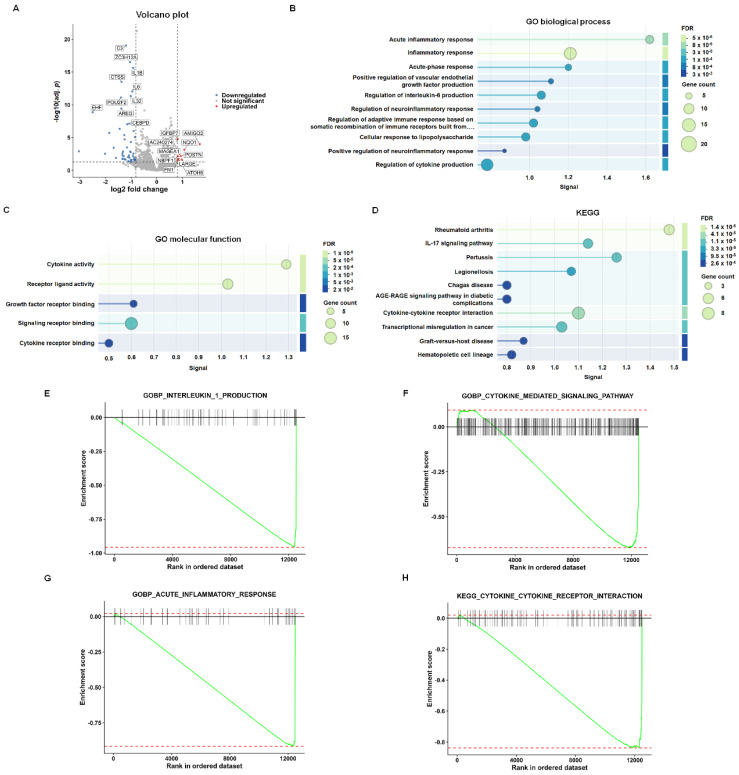
** Lutein suppresses inflammation-related transcriptomic signatures in MH7A cells.** (A) Volcano plot of differentially expressed genes (DEGs) in lutein-treated cells compared with untreated controls. Each dot represents one gene. Red dots indicate significantly upregulated genes, blue dots indicate significantly downregulated genes, and gray dots indicate genes without significant differential expression. (B) Top 10 downregulated Gene Ontology (GO) biological process terms. (C) Top 5 downregulated GO molecular function terms. (D) Top 10 downregulated Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. (E-H) Gene set enrichment analysis (GSEA) plots for interleukin-1 production, cytokine-mediated signaling pathway, acute inflammatory response, and cytokine-cytokine receptor interaction, respectively. The green line indicates the running enrichment score, black vertical lines indicate gene positions in the ranked list, and the color bar indicates the ranking metric.

**Figure 2:**
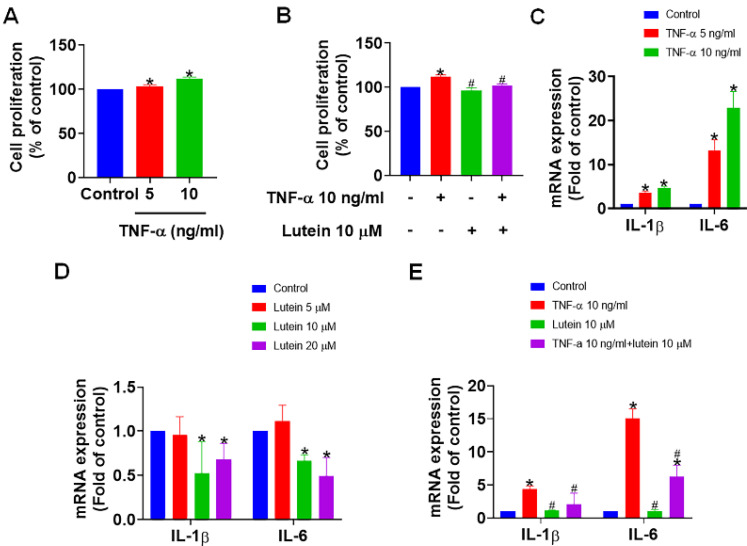
**Lutein reduces synovial fibroblast proliferation and inflammation.** (A) MH7A cells were treated with TNF-α (0, 5, and 10 ng/ml) for 24 h, and cell viability was analyzed by a CCK-8 assay. (B) MH7A cells were pretreated with lutein (10 μM) for 1 h and then treated with TNF-α (0 and 10 ng/ml) for 24 h. Cell viability was analyzed using a CCK-8 assay. (C) qPCR analysis of IL-1β and IL-6 expression in MH7A cells treated with TNF-α (0, 5, and 10 ng/ml) for 24 h. (D) qPCR analysis of IL-1β and IL-6 expression in MH7A cells treated with lutein (0, 5, 10, and 20 μM) for 24 h. (E) MH7A cells were pretreated with lutein (10 μM) for 1 h and then treated with TNF-α (10 ng/ml) for 24 h. The expression of IL-1β and IL-6 was analyzed by qPCR. Untreated cells were used as controls. Results are shown as means ± SD. *p < 0.05 compared to untreated control. #*p* < 0.05 compared to TNF-α.

**Figure 3:**
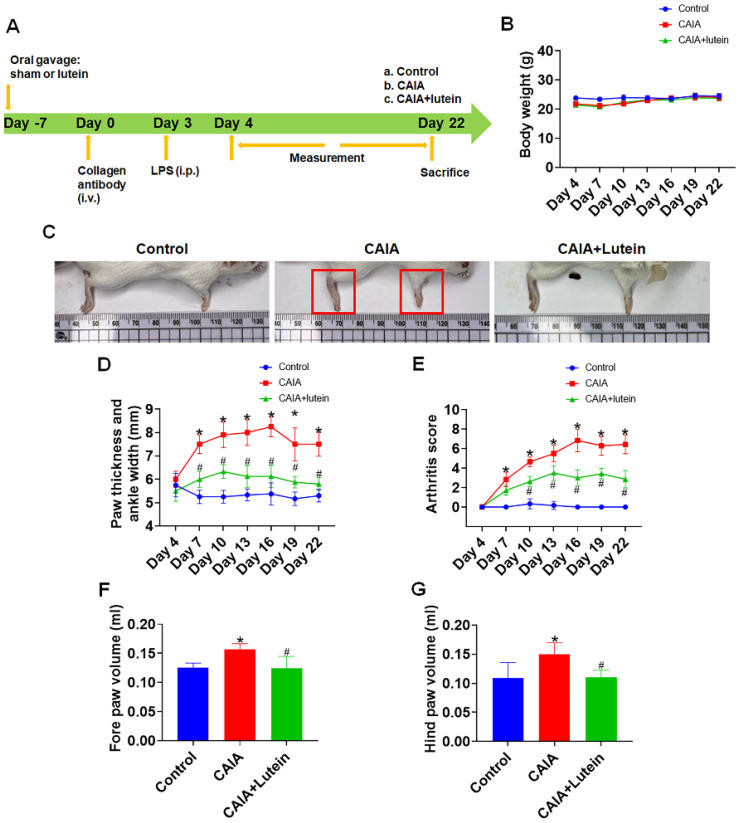
** Lutein alleviates collagen antibody-induced arthritis in mice.** (A) Experimental Design. (B) Mouse body weight during the experiment (n = 4). (C) Representative images of the mouse paws. (D) Quantification of forepaw, hind paw, and ankle thickness (n = 4). (E) The arthritis score was determined based on the level of redness and swelling in the front and rear paws of mice, as well as the count of joint swellings (n = 4). (F)-(G) Paw volume was measured using a paw volume meter in each group at the end of the experiment (n = 4). Untreated mice were used as controls. Results are shown as means ± SD. *p < 0.05 compared to untreated control. #*p* < 0.05 compared to CAIA.

**Figure 4:**
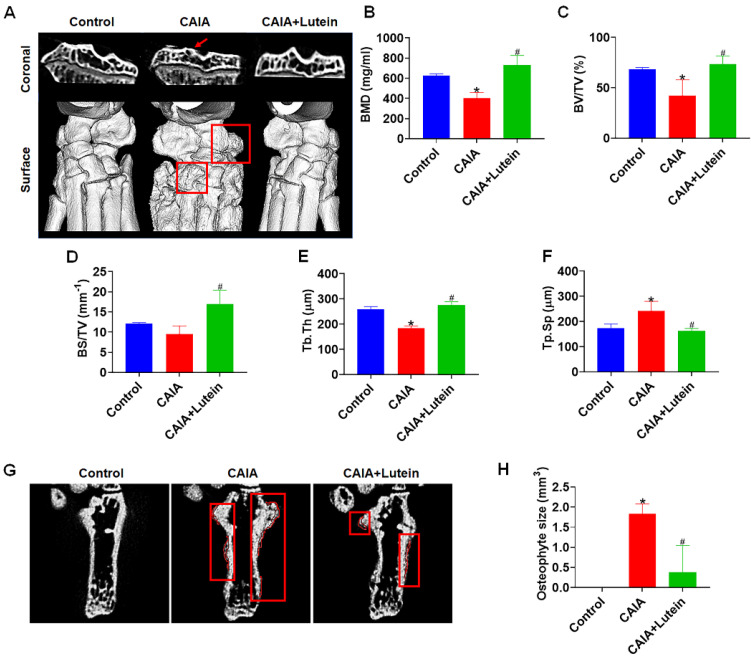
** Lutein reduces CAIA-induced bone erosion and osteophytes.** (A) Micro-CT representative images of the coronal part and surface of the bone. (B) Quantitative analyses of the bone mineral density (BMD). (C) Quantitative analyses of the bone volume/total volume (BV/TV). (D) Quantitative analyses of the bone surface/total volume (BS/TV). (E) Quantitative analyses of the trabecular thickness (Tb.Th). (F) Quantitative analyses of the trabecular separation (Tb.Sp). (G) Micro-CT representative images of the osteophyte formation. (H) Quantitative results of osteophyte volume. Untreated mice were used as controls. Results are shown as means ± SD. *p < 0.05 compared to untreated control. #*p* < 0.05 compared to CAIA.

**Figure 5:**
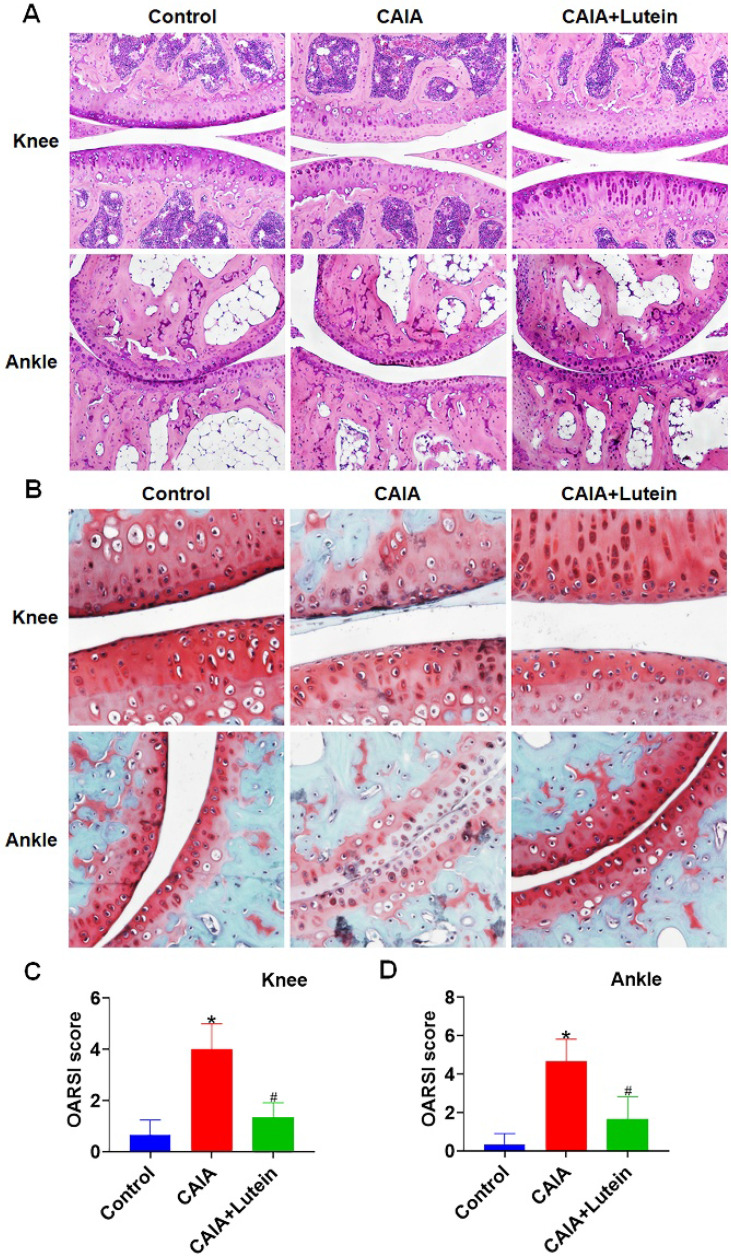
** Lutein reduces CAIA-induced cartilage degeneration.** (A) Representative images of hematoxylin and eosin (H&E) staining of mouse knee and ankle joint sections. (B) Representative Safranin O-stained sections from the knee and ankle joints of mice. (C)-(D) OARSI scores at the knee and ankle joints of mice. Untreated mice were used as controls. Results are shown as means ± SD. *p < 0.05 compared to untreated control. #*p* < 0.05 compared to CAIA.

**Figure 6:**
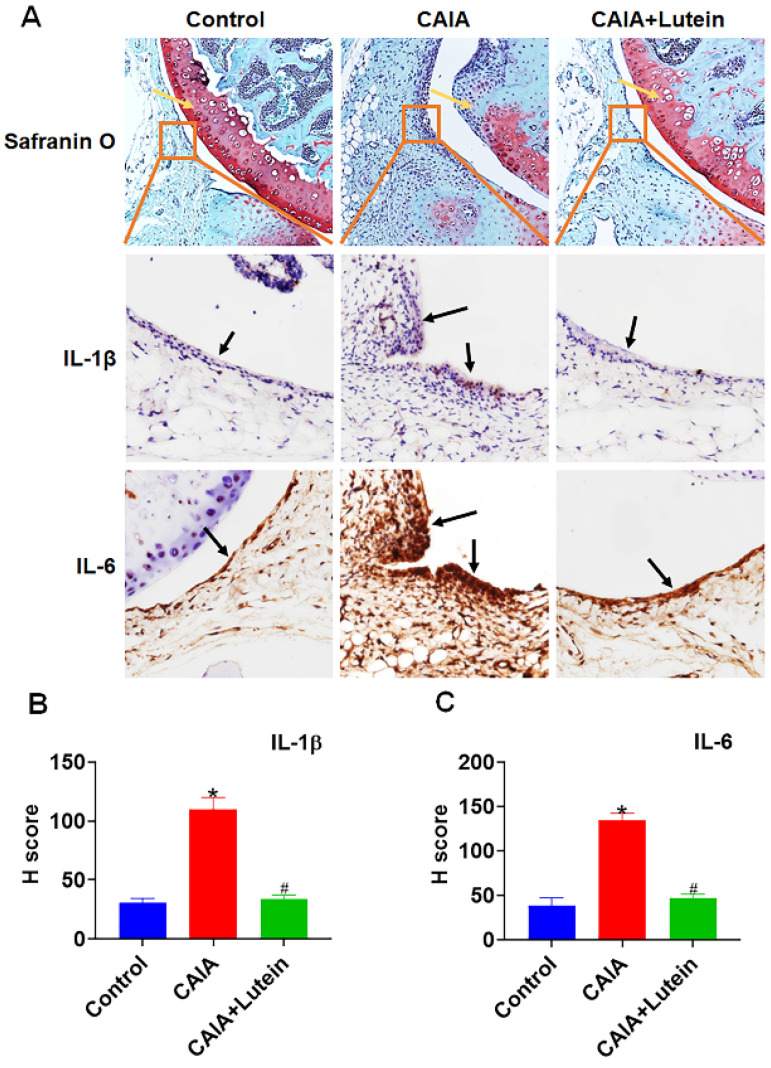
** Lutein reduces synovial inflammation induced by CAIA.** (A) Representative images of Safranin O staining and immunohistochemistry (IHC) staining of synovial sections around the knee of mice. (B)-(C) IHC staining analysis of IL-1β and IL-6 H scores. Untreated mice were used as controls. Results are shown as means ± SD. *p < 0.05 compared to untreated control. #*p* < 0.05 compared to CAIA.

## Data Availability

The RNA-sequencing dataset generated in this study has been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE301891. The dataset will be made publicly available upon publication.

## Abbreviations

BMD: bone mineral density
BP: biological process
BS: bone surface
BV: bone volume
CAIA: collagen antibody-induced arthritis
CC: cellular component
DMARDs: disease-modifying antirheumatic drugs
FLS: fibroblast-like synovial cell
GEO: Gene Expression Omnibus
GO: gene ontology
GSEA: gene set enrichment analysis
IHC: Immunohistochemistry
IL-1β: interleukin-1β
IL-6: interleukin-6
KEGG: Kyoto Encyclopedia of Genes and Genomes
MF: molecular function
Micro-CT: computed tomography
MH7A: fibroblast-like synovial cell line
NSAIDs: nonsteroidal anti-inflammatory drugs
PBST: phosphate-buffered saline with Tween 20
RA: rheumatoid arthritis
RLE: relative log expression
RNA-seq: RNA-sequencing
RT-qPCR: real-time quantitative polymerase chain reaction
Tb. Th: trabecular thickness
TMM: trimmed mean of M-values
TNF-α: tumor necrosis factor-alpha
TV: tissue volume

## References

[1] Lee DM, Weinblatt ME (2001). Rheumatoid arthritis. Lancet.

[2] Schinnerling K, Rosas C, Soto L (2019). Humanized Mouse Models of Rheumatoid Arthritis for Studies on Immunopathogenesis and Preclinical Testing of Cell-Based Therapies. Front Immunol.

[3] Buch MH (2018). Defining refractory rheumatoid arthritis. Ann Rheum Dis.

[4] Nagy G, Roodenrijs NMT, Welsing PMJ (2022). EULAR points to consider for the management of difficult-to-treat rheumatoid arthritis. Ann Rheum Dis.

[5] Weyand CM, Goronzy JJ (2021). The immunology of rheumatoid arthritis. Nat Immunol.

[6] Braverman G, Bridges SL, Moreland LW (2022). Tapering biologic DMARDs in rheumatoid arthritis. Curr Opin Pharmacol.

[7] Aletaha D, Smolen JS (2018). Diagnosis and Management of Rheumatoid Arthritis: A Review. JAMA.

[8] da Fonseca LJS, Nunes-Souza V, Goulart MOF (2019). Oxidative Stress in Rheumatoid Arthritis: What the Future Might Hold regarding Novel Biomarkers and Add-On Therapies. Oxid Med Cell Longev.

[9] Qiu J, Wu B, Goodman SB (2021). Metabolic Control of Autoimmunity and Tissue Inflammation in Rheumatoid Arthritis. Front Immunol.

[10] Bartok B, Firestein GS (2010). Fibroblast-like synoviocytes: key effector cells in rheumatoid arthritis. Immunol Rev.

[11] Fox DA, Gizinski A, Morgan R (2010). Cell-cell interactions in rheumatoid arthritis synovium. Rheum Dis Clin North Am.

[12] Take Y, Nakata K, Hashimoto J (2009). Specifically modified osteopontin in rheumatoid arthritis fibroblast-like synoviocytes supports interaction with B cells and enhances production of interleukin-6. Arthritis Rheum.

[13] Kondo N, Kuroda T, Kobayashi D (2021). Cytokine Networks in the Pathogenesis of Rheumatoid Arthritis. Int J Mol Sci.

[14] Kugler M, Dellinger M, Kartnig F (2023). Cytokine-directed cellular cross-talk imprints synovial pathotypes in rheumatoid arthritis. Ann Rheum Dis.

[15] Raj R, Thomas S, Gorantla V (2022). Accelerated atherosclerosis in rheumatoid arthritis: a systematic review. F1000Res.

[16] Pamies A, Llop D, Ibarretxe D (2024). Angiopoietin-2, vascular endothelial growth factor family, and heparin binding endothelial growth factor are associated with subclinical atherosclerosis in rheumatoid arthritis. Comput Struct Biotechnol J.

[17] Bottini N, Firestein GS (2013). Duality of fibroblast-like synoviocytes in RA: passive responders and imprinted aggressors. Nat Rev Rheumatol.

[18] Sabeh F, Fox D, Weiss SJ (2010). Membrane-type I matrix metalloproteinase-dependent regulation of rheumatoid arthritis synoviocyte function. J Immunol.

[19] Chakrabarti S, Hore Z, Pattison LA (2020). Sensitization of knee-innervating sensory neurons by tumor necrosis factor-alpha-activated fibroblast-like synoviocytes: an in vitro, coculture model of inflammatory pain. Pain.

[20] Korb-Pap A, Bertrand J, Sherwood J (2016). Stable activation of fibroblasts in rheumatic arthritis-causes and consequences. Rheumatology (Oxford).

[21] Rutz JK, Borges CD, Zambiazi RC (2016). Elaboration of microparticles of carotenoids from natural and synthetic sources for applications in food. Food Chem.

[22] Ahn YJ, Kim H (2021). Lutein as a Modulator of Oxidative Stress-Mediated Inflammatory Diseases. Antioxidants (Basel).

[23] Pap R, Pandur E, Janosa G (2022). Lutein Decreases Inflammation and Oxidative Stress and Prevents Iron Accumulation and Lipid Peroxidation at Glutamate-Induced Neurotoxicity. Antioxidants (Basel).

[24] El-Kholy AA, Elkablawy MA, El-Agamy DS (2017). Lutein mitigates cyclophosphamide induced lung and liver injury via NF-kappaB/MAPK dependent mechanism. Biomed Pharmacother.

[25] Li H, Huang C, Zhu J (2018). Lutein Suppresses Oxidative Stress and Inflammation by Nrf2 Activation in an Osteoporosis Rat Model. Med Sci Monit.

[26] Wang M, Tang R, Zhou R (2023). The protective effect of serum carotenoids on cardiovascular disease: a cross-sectional study from the general US adult population. Front Nutr.

[27] Chang CJ, Lin JF, Chang HH (2013). Lutein protects against methotrexate-induced and reactive oxygen species-mediated apoptotic cell injury of IEC-6 cells. PLoS One.

[28] Qiao YQ, Jiang PF, Gao YZ (2018). Lutein prevents osteoarthritis through Nrf2 activation and downregulation of inflammation. Arch Med Sci.

[29] Szklarczyk D, Kirsch R, Koutrouli M (2023). The STRING database in 2023: protein-protein association networks and functional enrichment analyses for any sequenced genome of interest. Nucleic Acids Res.

[30] Park JS, Lee D, Yang S (2022). Methotrexate-loaded nanoparticles ameliorate experimental model of autoimmune arthritis by regulating the balance of interleukin-17-producing T cells and regulatory T cells. J Transl Med.

[31] Pietrosimone KM, Jin M, Poston B (2015). Collagen-Induced Arthritis: A model for Murine Autoimmune Arthritis. Bio Protoc.

[32] Luan J, Hu Z, Cheng J (2021). Applicability and implementation of the collagen-induced arthritis mouse model, including protocols (Review). Exp Ther Med.

[33] Domander R, Felder AA, Doube M (2021). BoneJ2 - refactoring established research software. Wellcome Open Res.

[34] Liu H, Ding J, Wang J (2015). Remission of collagen-induced arthritis through combination therapy of microfracture and transplantation of thermogel-encapsulated bone marrow mesenchymal stem cells. PLoS One.

[35] De Pablo P, Dietrich T, Karlson EW (2007). Antioxidants and other novel cardiovascular risk factors in subjects with rheumatoid arthritis in a large population sample. Arthritis Rheum.

[36] Carmona-Rivera C, Kaplan MJ, O'Neil LJ (2024). Neutrophils in Inflammatory Bone Diseases. Curr Osteoporos Rep.

[37] Irrera N, D'Ascola A, Pallio G (2019). beta-Caryophyllene Mitigates Collagen Antibody Induced Arthritis (CAIA) in Mice Through a Cross-Talk between CB2 and PPAR-gamma Receptors. Biomolecules.

[38] Jin CH, So Y, Nam B (2017). Isoegomaketone Alleviates the Development of Collagen Antibody-Induced Arthritis in Male Balb/c Mice. Molecules.

[39] Balkrishna A, Sakat SS, Joshi K (2019). Anti-Inflammatory and Anti-Arthritic Efficacies of an Indian Traditional Herbo-Mineral Medicine "Divya Amvatari Ras" in Collagen Antibody-Induced Arthritis (CAIA) Mouse Model Through Modulation of IL-6/IL-1beta/TNF-alpha/NFkappaB Signaling. Front Pharmacol.

[40] Stump KL, Lu LD, Dobrzanski P (2011). A highly selective, orally active inhibitor of Janus kinase 2, CEP-33779, ablates disease in two mouse models of rheumatoid arthritis. Arthritis Res Ther.

[41] van der Velden D, Lagraauw HM, Wezel A (2016). Mast cell depletion in the preclinical phase of collagen-induced arthritis reduces clinical outcome by lowering the inflammatory cytokine profile. Arthritis Res Ther.

How the deposited data were processed for this re-analysis (not part of the article)

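RNA from 6 cultures of the synoviocyte line MH7A was sequenced, 3 cultured without lutein and 3 with 10 μM lutein for 24 h. The submitters trimmed the reads with Trimmomatic 0.38, aligned them to GRCh38 with HISAT2, counted them with featureCounts and also name DESeq2, and the paper gives RLE and TMM as the normalizations. The deposited table holds FPKM per Ensembl gene, 1 column per library, and the tables of the single libraries hold identical values. Raw counts were not among the data used here, and the table of the authors' comparisons and their gene set results were not available. The paper defines differentially expressed genes by an adjusted p under 0.05 and an absolute log2 fold change of at least 0.807, and the series record gives a p under 0.05 and a fold change over 2 instead. The paper's threshold was used, and that of the series record was an alternative.

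Genes were matched by Ensembl identifier to GENCODE 29, which held 99.5% of them, for coordinates, exon lengths and overlaps. With these lengths, FPKM values were turned back into fragments: for 58.6% of tested genes the result lay within 0.01 of a whole number in all 6 libraries. Recovered totals were 19035497 to 20577589 assigned fragments per library. They are estimates, were used to state depth, and served as values only in an alternative. A low value rests on few fragments, so that its precision is limited by counting as well as by the spread of 3 cultures.

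Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2 of FPKM + 0.1, with a mean-variance trend in the empirical Bayes step. The test compared 3 lutein with 3 control libraries with no covariate, over the 13789 genes with a mean FPKM of at least 0.5, and p was adjusted by Benjamini-Hochberg over these genes. An exact permutation test of 3 libraries against 3 cannot give a p under 0.1. Gene lists numbered 20 and were written by hand from general knowledge, 7 of them on themes that the study found on these libraries, since the gene set collections used by the study were not available. They were tested with limma's camera, two-sided, with a preset correlation of 0.01, and with a one-sided Fisher's exact test of their members among the lower genes at the study's threshold, with all tested genes as the background. Each set of p was adjusted over the lists. Enrichment scores from these lists cannot be set beside those of the paper. Tests of the lists with an estimated correlation, with fry and with fgsea 1.28.0 were alternatives. Copies of similar sequence were searched with blastn 2.17.0 for the named genes. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

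The rule for named genes took the genes that the text of the study names, the readable labels of Fig. 1A, the 10 higher and 10 lower genes with the smallest p, the 5 higher and 5 lower with the largest change past the study's threshold, and up to 4 tested members of each list by p. The lists, this rule, the tests and most alternatives were chosen before the data were examined, and the directions of the labels in Fig. 1A were known by then. Alternatives covered the pseudocount (0.01 and 1), the filter (none, and a mean FPKM of at least 1), the scaling between libraries (median of ratios, TMM and quantile), the mean-variance trend, a replicate term, each library left out in turn, the set tests and the thresholds. Alternatives on raw counts could not be run. The use of limma's voom on recovered fragments, a correction for gene length and GC content, and values per non-mitochondrial fragments were added after seeing the data. The measure of similarity between libraries, the mean correlation within groups minus that between groups, was also chosen after seeing the data.

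The steps were tested on simulated data of the same size, with 200 genes changed. Of changed genes that were tested, 50.8% were recovered at an absolute log2 fold change of 0.5, 74.6% at 1 and 93.8% at 2, and 6.7% of the 150 calls were unchanged genes. Each simulated gene had the spread between replicates given by a trend on its level, with no differences between genes of like level. Real genes vary around such a trend, so these shares need not hold for the real data. Of 200 random lists of 30 genes, 1% had a camera p under 0.05. The simulated genes were drawn independently of each other, so this share cannot show how camera behaves on correlated genes. Sequence reads, splice forms and variants were not analysed here, nor were the qPCR, mouse, imaging and histology experiments.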

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

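Signals appeared, by comparison with the control libraries and with camera's preset correlation, in 6 gene lists whose themes are not among the RNA-seq enrichment results that the paper's text names. One of them is proliferation, which the paper studied by cell viability. There the paper reports that lutein reversed the proliferation induced by TNF-α, whereas the cells of these libraries had received no TNF-α. Some members were known beforehand: FN1, IGFBP7 and POSTN of the extracellular matrix list, NQO1 of the NRF2 list, and CEBPD and ZC3H12A of the NF-kB list. These genes are labelled in Fig. 1A, and their directions in the study were known when the lists were written. The tests of gene length and GC content, library scaling, fragments of short features and other groupings of the libraries were chosen after the results were seen.

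Of 33 tested extracellular matrix genes, 17 rose with lutein, none fell and 16 did not pass, with a median log2 fold change of 0.393 (camera, adjusted p = 6.28e-17, and adjusted p = 0.135 with an estimated correlation). Bias from gene length or GC content is argued against as the whole cause, since the median was 0.326 once each library's trend on both had been removed. Other scalings moved the median of all tested genes by at most 0.01, but each of them centres the bulk of genes, so that a small shift was fixed beforehand and decides nothing. A scaling error is a single factor per library and moves all genes alike. The list's quartiles were 0.218 and 0.593, while the median of all tested genes was -0.003 and that of the cytokine list -0.506. These values argue against scaling as the cause of the list's shift relative to other genes. A common shift of all genes stays open. A response of the cells to lutein may account for the pattern and remains a hypothesis, since it was found and tested on the same libraries. Differences between the cultures other than lutein, such as cell density, were not measured and stay open. The paper names no vehicle for lutein in the cell cultures, so an effect of a vehicle could not be told apart from that of lutein.

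Short RNA features made up 13 of the 58 genes past the study's threshold, 4 higher and 9 lower. Few fragments per library may account for these large fold changes, since 10 of the 13 had at most 10 fragments in their highest library, with a median of 5 and a highest value of 16. With limma's voom on recovered fragments, 3 of the 13 passed. An effect of lutein on single features was not tested apart from this.

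The count of 382 genes at an adjusted p under 0.05 was as large in 1 of 10 groupings of the 6 libraries into 3 and 3, the real one, and the highest of the others was 0. At the study's threshold, the real count of 58 was again reached in 1 grouping, and the highest of the others was 0. For gene lists shifted by camera, the real grouping gave 10, the highest other gave 6 and the lowest gave 1. Camera with the preset correlation thus called lists in every other grouping as well. For lists among the lower genes at the study's threshold, the real grouping gave 8 and the highest other gave 0. With 10 groupings, the share can never lie under 0.05, so they are too few to exclude chance.

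NF-kB target genes and feedback regulators had a median log2 fold change of -0.245, and theirs was the only shift that also passed with an estimated correlation (-0.014, under the preset). NRF2 target genes had a median of 0.131 (camera, adjusted p = 0.000106, and adjusted p = 0.229 with an estimated correlation), which was 0.0666 without control replicate 1. The proliferation list had a median of -0.080 (adjusted p = 0.000438, and adjusted p = 0.43 with an estimated correlation), which was -0.121 without control replicate 1, and the call was also lost with fry (adjusted p = 0.101). Cholesterol synthesis and uptake had a median of 0.128 (adjusted p = 3.69e-07, and adjusted p = 0.166 with an estimated correlation). Retinoid and carotenoid handling had a median of 0.086 (adjusted p = 0.0171, and adjusted p = 0.524 with an estimated correlation), and the call was also lost with fry (adjusted p = 0.102), with fgsea (adjusted p = 0.3) and with the correction for length and GC content added after seeing the data (adjusted p = 0.123).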

How the results depend on the processing

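IL1B and IL6 were lower at an adjusted p under 0.05 under all 18 alternatives tried, with log2 fold changes of -0.96 to -0.87 for IL1B and -1.002 to -0.81 for IL6. Of the 66 named genes past that threshold, 0 to 29 were lost under an alternative and none was reversed. The count of 382 genes was 135 with no filter on low values, 125 with no mean-variance trend, and 87 to 169 without 1 library. It was 99 (42 higher, 57 lower) with the replicate number as a term, although same-numbered libraries were not alike (correlations of their deviations from the group means across genes 0.021, -0.072 and 0.016). With alternatives added after seeing the data, it was 1228 for limma's voom on recovered fragments, of which 357 were among the 382, and 913 with the correction for length and GC content. At the study's threshold, 58 genes became 35 with a pseudocount of 1, 33 to 43 without 1 library and 156 at the threshold of the series record. Camera shifted 10 lists, of which 1 passed with an estimated correlation and 8 with fry, while fgsea called 10, with acute-phase genes in and retinoid handling out. Correlations were higher within than between groups by 0.0049 on average, by 0.0067 with a pseudocount of 0.01, 0.0031 with a pseudocount of 1, 0.0020 with no filter and 0.0024 with voom. Among genes that did not pass, TNF (0.047) lay between -0.089 and 0.183 without 1 library, and EGFL7 (-0.023) was at 0.001 with a pseudocount of 1, at 0.041 with quantile normalization and between -0.272 and 0.275 without 1 library. The cause was not tested for any of these changes, except that libraries left out leave fewer samples and no filter means more genes tested, 33813. Alternatives on raw counts were not run, since only FPKM were used here. Depth limits genes near 0.5 FPKM and short features, and named genes with a mean FPKM under 1 have no value with that filter.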

Differences from the paper's values

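For EHF, the paper's log2 fold change is about -2.5 in Fig. 1A, read by eye, and the value found here was -2.29. Of the alternatives set before the data were examined, a pseudocount of 0.01 gave -2.48, within the replicate SD (0.103, the spread of log2 values within groups) of the paper's value. The others (a pseudocount of 1, no filter, a mean FPKM of at least 1, median-of-ratios, TMM and quantile scaling, a replicate term, no mean-variance trend, and each library left out in turn) did not, with values from -2.33 to -1.35. Both values rest on the same libraries, so this SD is only a yardstick and not an error of their difference. EHF is lower with lutein by the paper's value and by that found here. The value found here moved with the pseudocount, from -2.48 at 0.01 to -2.29 at 0.1 and -1.35 at 1, for a gene at 0.491 FPKM with lutein. The other 12 log2 fold changes read by eye from Fig. 1A differed from the values found here by no more than the replicate SD of each gene. These readings were not blind, since 8 of the 13 were first made after the values found here were known, and that of ZC3H12A was afterwards corrected towards the value found here.

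Fig. 1A colours IGFBP7, FN1, POSTN and ATOH8 as upregulated genes, and none of the 4 was past the study's threshold here, whereas AMIGO2, NQO1 and MAGEA1, coloured the same way, were. The log2 fold changes of IGFBP7 (0.80, adjusted p = 0.0054) and FN1 (0.80, adjusted p = 0.00573) lay under the limit of 0.807. IGFBP7 passed it with a pseudocount of 0.01 (0.81), with quantile normalization (0.81), without control replicate 2 (0.86), without lutein replicate 1 (0.84) or 2 (0.82), and with limma's voom on recovered fragments (0.81), and FN1 passed it without control replicate 3 (0.86) or lutein replicate 3 (0.85). POSTN did not pass on p (log2 fold change 0.79, adjusted p = 0.138, with a range of 0.00378 to 0.321 over the alternatives that tested it). It passed only with limma's voom (0.93, adjusted p = 0.00378), a setting chosen after seeing the values. ATOH8, at 0.293 FPKM in controls and 0.527 FPKM with lutein, was tested with no filter on low values and did not pass (log2 fold change 0.68, adjusted p = 0.406). The 0.1 FPKM added before taking logs makes fold changes at such levels smaller. With 0.01 added instead, POSTN had a log2 fold change of 0.92 and still did not pass on p (limma, adjusted p = 0.123). All 10 genes coloured as downregulated whose labels could be read were lower here past the study's threshold.

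The paper shows negative enrichment of the acute inflammatory response in GSEA. The acute-phase and complement list written here lay lower but did not pass with camera (median log2 fold change -0.09, adjusted p = 0.0599, with a range of 0.0193 to 0.71 over its alternatives). It passed with fgsea (adjusted p = 0.0333), with no filter (0.0254), with quantile normalization (0.0456), with no mean-variance trend (0.0326), without control replicate 1 (0.0357) or lutein replicate 2 (0.036), and with voom (0.0193), the last chosen after seeing the values. The cytokine list and the interleukin regulators, which share IL1A, IL1B and IL6, were lower with camera's preset correlation, as the paper's sets are in GSEA. Neither list passed with an estimated correlation (adjusted p = 0.0629 and 0.135).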

Other observations

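Of 33 tested genes of the extracellular matrix, 17 rose with lutein, 16 did not pass and 5 lay below 0, and the shift of the list did not hold with an estimated correlation (adjusted p = 0.135). Besides TGFBI and FN1, fibrillin FBN1 rose from 6.10 ± 0.0906 FPKM (SD, n = 3) to 8.79 ± 0.0982 FPKM (SD, n = 3; log2 fold change 0.52, adjusted p = 0.00403 from limma), and the type I collagen gene COL1A2 had a log2 fold change of 0.69 (adjusted p = 0.00629). Adjusted over the list alone, 27 were higher and 1 was lower. Of 27 tested NRF2 target genes, 6 rose, none fell and 21 did not pass (8 higher when adjusted over the list alone). Beside NQO1 these included ME1 (0.54), PRDX1 (0.26) and PGD (0.25), and PRDX1 shares 24.9% of its exon sequence with MMACHC on the opposite strand. Without 1 library, PRDX1 did not pass in any case (adjusted p = 0.0512 to 0.117), ME1 passed only without control replicate 3 (0.0541 to 0.0838 otherwise) and PGD only without control replicate 2 (0.0621 to 0.109 otherwise). Of 23 tested genes of cholesterol synthesis and uptake, 5 rose, none fell and 18 did not pass (11 higher when adjusted over the list alone). The higher ones included DHCR7 (log2 fold change 0.37), ACAT2 (0.34), FDPS (0.28) and NSDHL (0.24), the last named after its values were seen. Of these, DHCR7 (adjusted p = 0.078 to 0.107 otherwise) and FDPS (0.0592 to 0.102 otherwise) passed only without control replicate 2, and ACAT2 passed only without control replicate 2 or lutein replicate 2 (0.053 to 0.0899 otherwise). FDPS and ACAT2 share exon sequence with genes on the opposite strand, RUSC1-AS1 (18.6% of FDPS) and TCP1 (9.2% of ACAT2).

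Of 38 tested genes of proliferation, CCND1 rose (log2 fold change 0.32, adjusted p = 0.0181), HMMR fell (-0.54, adjusted p = 0.0319) and 36 did not pass (1 higher and 7 lower when adjusted over the list alone), with 30 of the 38 below 0. CCND1 did not pass without control replicate 1 or lutein replicate 1, 2 or 3 (adjusted p = 0.0545 to 0.0942), and HMMR passed only without lutein replicate 2 (0.0659 to 0.116 otherwise). Of 16 tested genes of retinoid and carotenoid handling, the retinal reductase DHRS3 rose (0.52, adjusted p = 0.00761), the retinoic acid binding protein CRABP2 fell (-0.45, adjusted p = 0.00761) and 14 did not pass (1 higher and 1 lower when adjusted over the list alone). The median of 38 interferon-stimulated genes was -0.01 (camera, adjusted p = 0.87), and DDX60 (-0.54), IFI27 (-0.50) and IFI16 (-0.41) fell (4 lower and 1 higher when adjusted over the list alone). IFI16 did not pass without any 1 library (adjusted p = 0.0505 to 0.165), IFI27 passed only without control replicate 2 (0.054 to 0.109 otherwise) and DDX60 only without control replicate 3 (0.0544 to 0.112 otherwise). The 29 genes of the unfolded protein and integrated stress response had a median of 0.06 and a mean of -0.01 (camera, adjusted p = 0.628), with PDIA6 higher (0.21) and DDIT3 (-0.61) and ATF3 (-0.55) lower (2 higher and 3 lower when adjusted over the list alone). PDIA6 did not pass without any 1 library (adjusted p = 0.0905 to 0.181), DDIT3, which shares 27.2% of its exon sequence with MARS on the opposite strand, passed only without control replicate 2 (0.0531 to 0.0899 otherwise), and ATF3 only without lutein replicate 3 (0.0863 to 0.14 otherwise). Of 16 markers of synovial fibroblasts, 2 rose, COL1A1 and COL1A2, none fell and 14 did not pass (3 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.307), and COL1A1 passed only without control replicate 2 (0.0678 to 0.105 otherwise).

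Markers of other cell types were rarely measurable. Of 20 markers of leukocytes, CD14 alone had a mean of at least 0.5 FPKM (1.40 in controls and 1.74 with lutein, log2 fold change 0.31, adjusted p = 0.351). Of 12 markers of endothelial cells 4 were tested, with a median log2 fold change of -0.10 and a mean of 0.04 (camera, adjusted p = 0.609), and of 13 markers of epithelial cells 4 were tested, with a median of -0.17 (camera, adjusted p = 0.695), and none of these 8 genes passed the test over all genes (1 higher and 1 lower in each list when adjusted over the list alone). KRT18, at 157.6 ± 9.53 FPKM in controls and 191.8 ± 10.3 FPKM with lutein, was the most abundant of them and shares 16.3% of its exon sequence with KRT8 on the opposite strand.

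The paper also states that lutein alone lowered IL-1β and IL-6 in qPCR of cells treated for 24 h (Fig. 2D). The libraries, from cells treated for the same time without TNF-α, showed the same direction for both genes, and the qPCR values were not analysed here.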
